A study of Mus musculus with 8 samples. Its data were reported in "Antibody-secreting cell destiny emerges during the initial stages of B-cell activation" (2020).

How the data were processed

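Splenic CD43− B cells of donor mice were labelled with a division dye and transferred to congenic hosts, which received LPS or NP-Ficoll 24 h later, and the transferred cells were sorted from the spleen 72 h after the injection. The sort excluded cells positive for Thy1.2 (CD90.2), F4/80 or CD11b, which mark T cells and myeloid cells. From μMT hosts, which lack mature B cells, all transferred cells were taken. From wild-type (WT) hosts, divided and undivided cells were sorted separately and remixed before loading, so the share of undivided cells in those libraries was set by the study. The IRF4-deficient donors carried Cd19-Cre with floxed Irf4 alleles and the WT donors of the μMT transfers were Cre-negative per the labels, so that these groups also differed in the Cre allele.

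Libraries were made with the 10x Genomics 5′ chemistry, in which a unique molecular identifier (UMI) marks each captured transcript. According to the submitters' processing notes and the study's methods, the authors aligned the reads to mm10 and counted UMIs with Cell Ranger 2.1.1, then merged both replicates of each group with its aggregation step at default parameters. That step by default thins the reads of the deeper library to an equal mapped depth. The deposited tables hold whole-number UMI counts per gene and cell, 1 table per group, with no further normalization. A suffix on each barcode gave the library, and in the WT-host groups this suffix was used as the library number because nothing ties it to a replicate number. The annotation release used for counting is not given in the sources used here. The μMT tables listed 13931 and 13193 gene symbols, all with a UMI in at least 10 cells, whereas both WT-host tables listed 27933. All comparisons used the 12890 symbols listed in all 4 tables, because a gene missing from a table has no measured value there. Another 1041 symbols stood in the WT μMT table but not in the IRF4-deficient one, and 303 stood in the IRF4-deficient table but not in the WT one. Immunoglobulin genes were not analysed here, and all CPM, those of ASC-like cells above all, are over the totals of the other genes. Background RNA from other cells was not removed. Per-sample columns not used numbered 0. The tables held 8368 barcodes for WT cells in μMT hosts, 6903 for IRF4-deficient cells, 4856 for LPS in WT hosts and 3584 for NP-Ficoll. A filter at 1000 UMIs removed 0 of them, since the smallest cell held 2995.

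Doublets were called within each library by comparing every cell with artificial pairs of cells among its 30 nearest neighbours, at an assumed rate of 0.8% per 1000 cells. Calls ranged from 1.19% to 3.48% of cells per library. Called cells stayed in the sums, and leaving them out was an alternative.

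For clustering, counts were scaled per cell and log-transformed, 2000 variable genes were reduced to 25 principal components, and Leiden communities (leidenalg 0.10.2, igraph 0.11.9, resolution 1.0) were found on the shared-neighbour graph of 20 neighbours. Immunoglobulin symbols and 679 genes of the lists to be tested between classes were left out of these features. This gave 19 clusters over all 8 libraries. The markers of each class were fixed before the data were examined, as were the gene lists, the groups, the tests, the thresholds, the naming rule for genes and most of the other processing choices tried. The scoring of the markers was chosen after the clusters had been seen, and several versions were looked at. A marker counted for a cluster at no less than 0.5 times the level of the highest cluster and at 5 CPM (UMI counts scaled to a common library total) or more. A cluster took the class with the largest share of its markers, given at least 3 of them. It stayed unnamed on a tie, or where its 10 leading genes held more markers of another class. Unnamed cells made up 4.70% of WT cells in μMT hosts, 20.4% of IRF4-deficient cells, 64.7% of cells after LPS in WT hosts and 70.9% after NP-Ficoll (means of 2 libraries). Clusters 2, 12 and 13 were called ASC-like (antibody-secreting cells), clusters 4, 5, 6, 7, 9, 10, 11, 14 and 17 activated-B-like, and cluster 15 naive-B-like. Differences from the study's own cell groups may come from these rebuilt names.

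Cells are not replicates, so UMI counts were summed per library over all cells or over the cells of a class. The sums were tested with edgeR 4.0.16 (TMM factors, filterByExpr, glmQLFit and glmQLFTest) in R 4.3.3. All 8 libraries entered a common fit so that the spread was estimated over 4 groups; for ASC-like cells the 6 WT libraries did. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change over 1, and "rose" or "fell" is used of called genes. Every adjusted p of a gene is from edgeR. Levels given as mean ± SD are TMM-scaled CPM over the 2 libraries of a group; values given per library are plain CPM. Each library came from a separate mouse according to the study. In comparisons of groups the p-values measure the spread between these few mice, pooled over the groups of the fit, also those outside the comparison. In comparisons blocked by library they measure how the difference within a library varied between mice. A 2 against 2 exact permutation test cannot go below p = 0.333, so single values are given without such a test.

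For the comparison of cells with and without Sell transcript, each activated-B-like cell of the 6 WT libraries was thinned to 2000 UMIs, split by whether a Sell UMI remained, and summed per library and status, with the library as a block. ASC-like and activated-B-like sums were compared in the same blocked design. In all, 30 gene lists were tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01, and again with an estimated correlation and with fry. The adjusted p given for a list is from camera unless said otherwise. Lists marked (study) were taken from the study, which chose them on these same cells. They are not independent evidence of direction.

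Genes named are a fixed set of B-cell and ASC regulators, the 10 largest called changes in each direction with at least 50 CPM in the higher group and no overlap between the libraries of both groups, and up to 4 members of each list. Unnamed predicted genes were counted and not named. Coordinates are those of GENCODE vM21 on mm10, in which 327 of the 332 genes eligible for naming have a single entry. All genes given with coordinates are protein-coding there. The sources used here do not state whether counting used strand, so values of genes that share exons with others or have an antisense partner are uncertain.

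Depth ran from 15802531 to 131548052 UMIs per library. Intervals on shares are exact Clopper-Pearson limits at 95%, also for a count of 0, and cover counting error only. The fits were tested on simulated counts drawn from the real means with planted changes. At a log2 fold change of 1.5, 83.5% of planted genes were recovered for all cells of IRF4-deficient against WT libraries, 96% for their activated-B-like cells, 77% for NP-Ficoll against LPS over all cells, 61.9% within activated-B-like cells and 85.9% within ASC-like cells. Alternatives covered DESeq2 1.42.0, RLE factors, no filter on low counts, no fold threshold, doublets removed, equal cell numbers, only the libraries compared, a replicate block, each library left out, and other clustering and thinning settings. Analyses were run in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, matplotlib 3.10.9) and R.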

Results

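Single-cell RNA-seq was performed on transferred B cells 72 h after a T-cell-independent challenge. LPS is a bacterial cell wall component that activates B cells through a Toll-like receptor, and NP-Ficoll is a hapten-coupled polysaccharide that engages the B-cell receptor. The 8 libraries formed 4 groups of 2, namely WT B cells in μMT hosts given LPS, IRF4-deficient B cells in μMT hosts given LPS, WT B cells in WT hosts given LPS, and WT B cells in WT hosts given NP-Ficoll. WT cells in μMT hosts gave 4005 and 4363 cells with 131548052 and 113279122 UMIs, at medians of 30931 and 20894 UMIs per cell. IRF4-deficient cells numbered 2557 and 4346, with 35878983 and 71439989 UMIs and medians of 11782 and 13928. After LPS in WT hosts there were 2559 and 2297 cells with 41804072 and 35882700 UMIs, at medians of 13750 and 13063. NP-Ficoll gave 1515 and 2069 cells with 15802531 and 26740869 UMIs, at medians of 8826 and 11045. Both libraries of each group differed by more than sampling noise, with a chi-square per degree of freedom over genes of 232.4, 24.40, 2.334 and 14.74 in the order above, and each was counted as a sample.

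Irf4, the transcription factor deleted in 1 group of donors, was low in both IRF4-deficient libraries. The gene lies at chromosome 13, 30749226 to 30766976. It stood at 10.3 and 9.31 CPM in the IRF4-deficient libraries and at 131 and 83.0 CPM in the WT libraries from μMT hosts. After LPS in WT hosts it was measured at 51.4 and 42.1 CPM, and after NP-Ficoll at 50.5 and 62.9 CPM. The IRF4-deficient level was 9.16% ± 2.56 of the WT level in μMT hosts (SD of 4 library ratios, which share libraries). This ratio is over all cells and includes the difference in ASC-like cells, which were high in Irf4. Within activated-B-like cells Irf4 stood at 8.94 and 8.84 CPM in IRF4-deficient and at 30.2 and 16.8 CPM in WT libraries from μMT hosts. An Irf4 UMI was found in 10.8% and 12.4% of IRF4-deficient cells and in 68.9% and 42.7% of WT cells. With every cell thinned to 2000 UMIs, these shares were 1.99% (95% interval 1.49 to 2.61) and 1.70% (1.34 to 2.13) against 18.9% (17.7 to 20.2) and 11.5% (10.6 to 12.5). Cd3d, a T-cell receptor component that B cells lack, gave a UMI in at most 1.05% of the cells of any library, and after thinning in at most 0.206%. Whether the remaining Irf4 reads lie in the deleted part of the gene is not given in the sources used here.

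ASC-like cells, named from secretory and plasma cell markers such as Xbp1, Jchain and Mzb1, were abundant among WT cells in μMT hosts and nearly absent among IRF4-deficient cells. They made up 49.64% (48.1 to 51.2) and 25.33% (24.0 to 26.6) of the WT libraries, a mean of 37.48% ± 17.2 (SD, n = 2). This mean depended on the clustering. It became 28.40% at double resolution, 41.45% at lower resolution and 41.62% with list genes kept among the features. In the IRF4-deficient libraries 6 of 2557 and 3 of 4346 cells were ASC-like, or 0.2346% (0.0862 to 0.510) and 0.06903% (0.0142 to 0.202). In WT hosts the ASC-like share was 7.698% (6.69 to 8.80) and 6.704% (5.72 to 7.81) after LPS, and 5.545% (4.45 to 6.82) and 12.66% (11.3 to 14.2) after NP-Ficoll, so the groups overlapped. Activated-B-like cells, named from genes such as Aicda, Zbtb32 and Cd83, made up 43.65% and 71.99% of WT and 75.91% and 82.95% of IRF4-deficient cells in μMT hosts. With each table clustered alone the WT share became 37.05% on average, against 57.82%. In WT hosts their share was 27.67% and 26.82% after LPS and 9.307% and 11.45% after NP-Ficoll. The share in WT hosts depended on the naming, since it became 86.84% and 79.76% on average when leading genes were not weighed, an alternative chosen after seeing the data, and 54.00% after LPS at double resolution. Naive-B-like cells, named from quiescence and homing genes such as Klf2 and S1pr1, were 0 of 4005 and 0 of 4363 WT cells in μMT hosts, with upper 95% limits of 0.0921% and 0.0845%. These limits cover counting error and not the naming of whole clusters by markers. By comparison with bulk profiles, the study classified a cluster of the same cells as naive B cells. Naive-B-like cells reached 12.81% (11.2 to 14.6) and 6.477% (5.45 to 7.62) after NP-Ficoll and 0.6252% (0.358 to 1.01) and 1.132% (0.741 to 1.65) after LPS in WT hosts, where divided and undivided cells had been remixed before loading. Most cells of WT hosts lay in clusters left unnamed by the marker rule, 64.7% after LPS and 70.9% after NP-Ficoll, and at lower clustering resolution the naive-B-like share there became 64.98% and 79.01%. The study set undivided cells at 5% of these mixes, so the name then covered mostly divided cells. The naive-B-like shares after NP-Ficoll given above also exceeded 5%. No share was tested. An exact permutation test of 2 against 2 libraries cannot reach a small p, and no model of transformed shares was fitted.

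**Figure D1:**
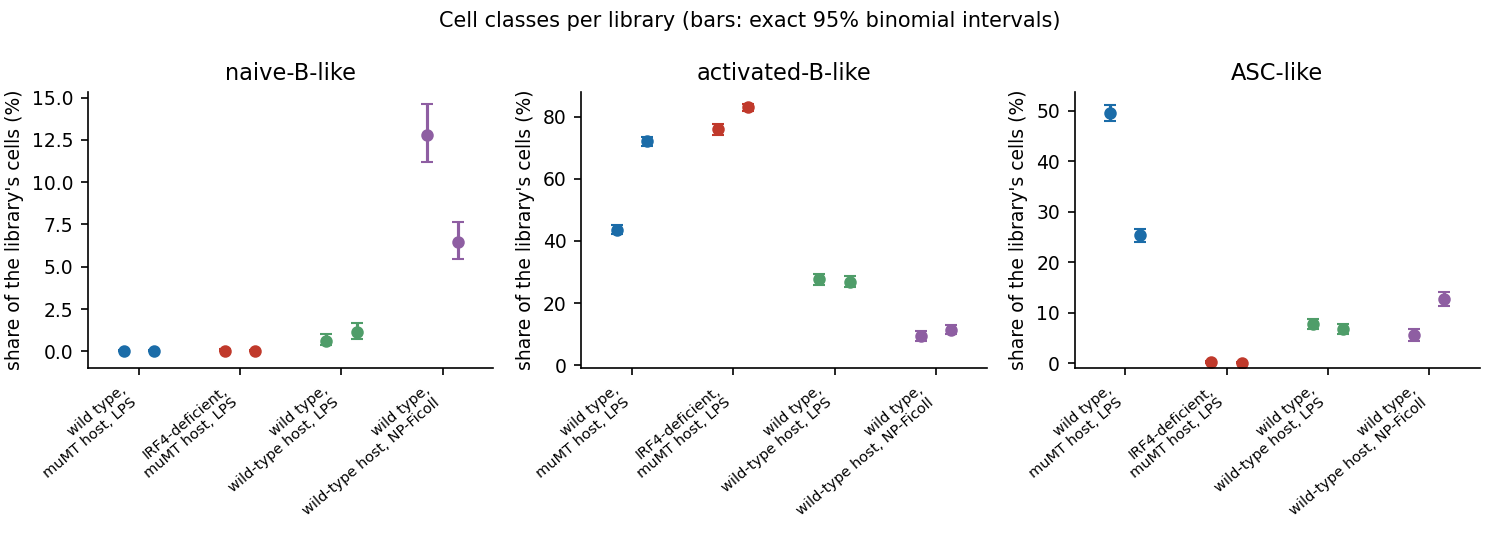
Share of each library's cells (percent, y axis) in the naive-B-like, activated-B-like and ASC-like classes for the 4 groups; each point is a library and bars are exact 95% binomial intervals. The ASC-like share was 49.64% and 25.33% in WT libraries from μMT hosts and 0.2346% and 0.06903% in IRF4-deficient libraries.

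The first comparison asked how the transcriptome of the whole LPS response in μMT hosts differed without IRF4. Most genes of the ASC program fell in IRF4-deficient cells, and some genes of mature B-cell identity, antigen presentation, NF-kB signalling and the interferon response rose. No gene list was called here with an estimated correlation. Jchain, which joins secreted IgM and IgA (chromosome 5, 88519809 to 88527891), was measured at 18.6 ± 10.5 CPM against 2726 ± 1125 in WT (SD, n = 2), a log2 fold change of −7.21 ± 0.631 (SE; adjusted p = 0.000269). Prdm1, which encodes the ASC regulator BLIMP-1 (chromosome 10, 44437177 to 44528501), fell from 37.2 ± 2.58 to 0.945 ± 0.0390 CPM (log2 fold change −5.29, adjusted p = 5.77e-05). Irf4 itself stood at 8.60 ± 0.436 against 107 ± 39.7 CPM (−3.64, adjusted p = 0.000166). In all, 2736 of 12229 genes tested were called, 1473 higher and 1263 lower in IRF4-deficient cells, of which 379 were unnamed predicted genes.

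The ASC program fell as a group, with 20 of its 21 measured genes lower and none higher, the count being 20 also when adjusted over the list alone. Sdc1, the surface marker CD138, had a log2 fold change of −7.98, and Xbp1, the driver of the secretory apparatus, one of −3.92. Eaf2, an elongation factor partner, changed by −6.34 and Mzb1, a chaperone of IgM assembly, by −4.10. The median of the list was −3.56 (adjusted p = 6.54e-22, and adjusted p = 0.314 with an estimated correlation). Among the ER chaperones (study), 13 of 21 fell and 2 rose (the same counts adjusted over the list alone, which is not independent evidence), with Hsp90b1 at 565 ± 53.6 against 4324 ± 518 CPM (log2 fold change −2.94) and Hspa5, the chaperone BiP, at −1.46. The list's median was −1.17 (adjusted p = 2.73e-07, and adjusted p = 0.408 with an estimated correlation). ER-nucleus signaling (study) had 17 of 39 genes lower and 1 higher, with a median of −0.818 (adjusted p = 3.62e-05, and adjusted p = 0.314 with an estimated correlation). Genes that led the lower calls outside these lists included Rgcc, a cell cycle regulator (log2 fold change −9.29), and Slpi, a secreted protease inhibitor (−5.58).

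Metabolic and proliferation lists were lower by smaller amounts. Of 197 MYC targets (study), 38 fell and none rose, Srm, the spermidine synthase, by 2.21 on the log2 scale (adjusted p = 2.94e-15 for the list, and adjusted p = 0.456 with an estimated correlation). Of 191 OXPHOS genes (study), 26 fell and none rose (adjusted p = 8.92e-10, and adjusted p = 0.456 with an estimated correlation). Both counts were unchanged when adjusted over the list alone, and neither list is independent evidence of its direction. Of 17 glycolysis genes 9 fell, among them Hk2, a hexokinase (−2.26), and Aldoa, an aldolase (−1.61), with a list median of −1.04 (adjusted p = 0.000132, and adjusted p = 0.314 with an estimated correlation). The cell cycle lists had few called members, 3 of 39 for S phase and 7 of 52 for G2/M phase, all lower, with medians of −0.506 and −0.446 (adjusted p = 0.000125 and 1.53e-05, and adjusted p = 0.456 for both with an estimated correlation).

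Genes of B-cell identity rose, 11 of 22 measured with none lower and a median of 1.02 (adjusted p = 8.77e-07, and adjusted p = 0.436 with an estimated correlation). Bach2, a repressor of the ASC fate, stood at 37.4 ± 1.19 against 7.37 ± 3.82 CPM (log2 fold change 2.35), and Fcer2a, the receptor CD23 of resting B cells, at 183 ± 5.99 against 35.2 ± 0.617 (2.38). Of 9 MHC class II genes 4 rose and none fell, H2-Oa, a chaperone subunit of peptide loading, by the most (2.44; list adjusted p = 0.000125, and adjusted p = 0.436 with an estimated correlation), and Ciita, the master activator of these genes, rose by 1.62. Of 25 interferon response genes 16 rose and 1 fell, with Stat1, the transducer of interferon signals (chromosome 1, 52119440 to 52161865), at 279 ± 2.52 against 55.2 ± 22.1 CPM (2.34) and a list adjusted p of 3.42e-07 (adjusted p = 0.314 with an estimated correlation). NF-kB targets rose in 9 of 18 cases with none lower, Traf1, a signalling adaptor, by 2.03 (list adjusted p = 6.01e-10, and adjusted p = 0.314 with an estimated correlation). Naive B cell genes rose in 7 of 13 cases (adjusted p = 6.49e-05, and adjusted p = 0.436 with an estimated correlation) and activated B cell genes in 9 of 18 with 4 lower (adjusted p = 0.0026, and adjusted p = 0.456 with an estimated correlation). Within the latter, Cd83, an activation marker, rose by 2.54, whereas Aicda, the deaminase of class switching and somatic hypermutation, fell from 42.4 ± 0.206 to 8.97 ± 1.35 CPM (−2.23). Inflammatory response genes (study) went both ways, 29 higher and 13 lower of 115 (adjusted p = 0.00154, and adjusted p = 0.359 with an estimated correlation), among them Cxcl10, an interferon-induced chemokine, at 103 ± 2.73 against 6.63 ± 3.88 CPM (3.95). The counts adjusted over the list alone were the same for each of these lists, and the inflammatory list is not independent evidence.

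Markers of other cell types moved with these groups. Itgax, an integrin of dendritic cells that activated B cells can also express, stood at 13.9 ± 1.02 against 2.38 ± 2.28 CPM, Zbtb46, a dendritic cell factor, at 5.63 ± 0.242 against 0.528 ± 0.382, and Tyrobp, a myeloid adaptor, at 45.4 ± 6.27 against 11.9 ± 9.50. T-cell genes were near the floor, with Thy1, whose product the sort excluded, at 0.392 ± 0.0604 against 0.112 ± 0.0516 CPM. Cd19, which carried the Cre in the IRF4-deficient donors, was measured at 361 ± 3.01 against 285 ± 100 CPM (log2 fold change 0.34, adjusted p = 0.180). The dissociation stress list was lower, with 5 of 13 genes lower and 1 higher, also adjusted over the list alone (adjusted p = 0.0118, and adjusted p = 0.456 with an estimated correlation). Calls for Tbx21, the factor T-bet (1.64), were lost without either IRF4-deficient library (replicate 1 or replicate 2), and those for Spib, Dut, Ifngr1 and Klf6 were lost without WT replicate 1. None of the 18 list calls held with an estimated correlation.

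The second comparison was restricted to activated-B-like cells, to separate changes within that stage from the missing ASC stage. Even among these cells, IRF4-deficient libraries were lower in the ASC program list and higher in the interferon and NF-kB lists. Jchain stood at 0.847 ± 0.0944 against 105 ± 9.81 CPM (log2 fold change −6.91 ± 0.210, adjusted p = 1.83e-07) and Prdm1 at 0.440 ± 0.254 against 7.21 ± 1.85 (−3.87). Aicda (chromosome 6, 122553801 to 122564180) was measured at 9.60 ± 1.44 against 87.4 ± 33.6 CPM (−3.17, adjusted p = 4.83e-05). Zbtb32, a repressor expressed in activated B cells (chromosome 7, 30589681 to 30598909), stood at 42.0 ± 0.538 against 214 ± 7.46 CPM (−2.35, adjusted p = 1.05e-06). Aicda and Zbtb32 were among the genes that named the class, so their differences within it may partly reflect the naming. Of 11738 genes tested, 1352 were called, 867 higher and 485 lower, 209 of them unnamed predicted genes. Irf4 stood at 8.91 ± 0.170 against 23.3 ± 9.95 CPM (−1.38, adjusted p = 0.00117), a call that was lost without WT replicate 1. Background RNA from other cells was not measured in these libraries, where 83.4% and 82.6% of all WT cells but 1.17% and 0.966% of IRF4-deficient cells held a Jchain UMI, so the Jchain difference in this class is not separated from background.

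**Figure D2:**
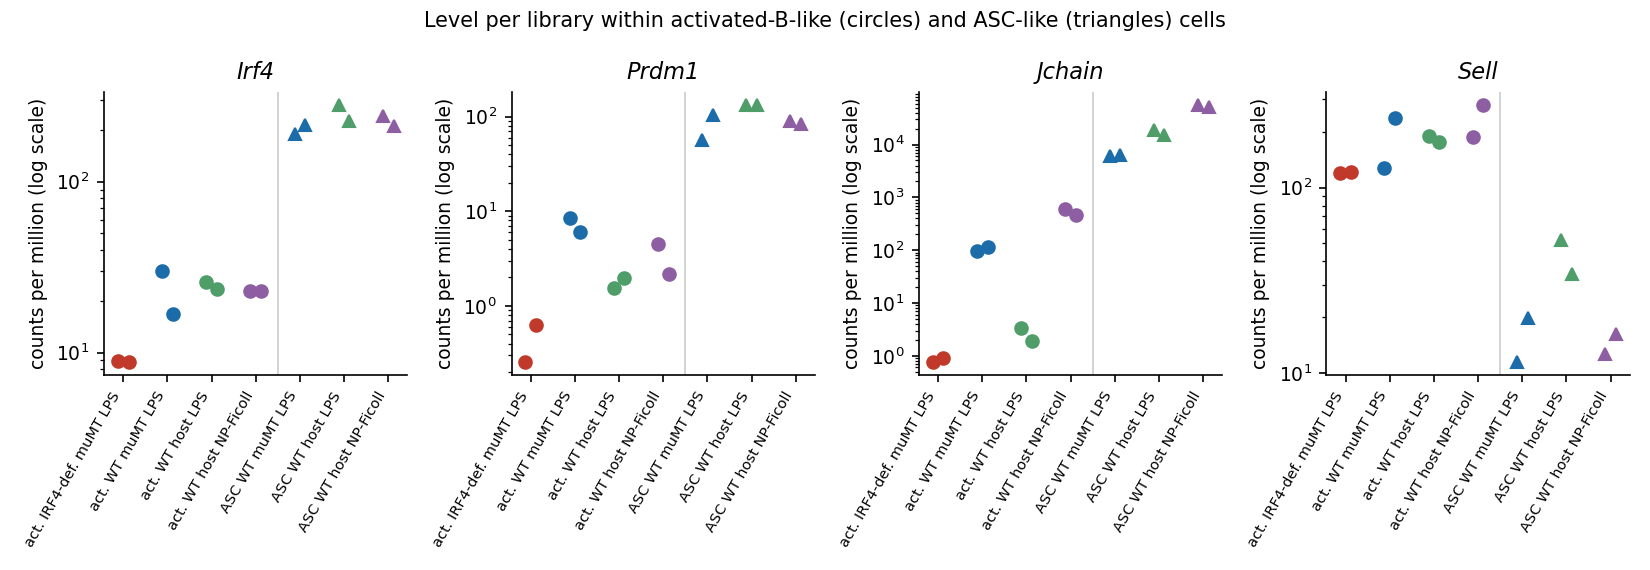
CPM (log y axis) of Irf4, Prdm1, Jchain and Sell summed over activated-B-like cells (circles, left of the line) and ASC-like cells (triangles, right); each point is a library. Irf4 in activated-B-like cells was 8.94 and 8.84 CPM in IRF4-deficient libraries and 30.2 and 16.8 CPM in WT libraries from μMT hosts, against 190 and 215 CPM in WT ASC-like cells.

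ASC program genes fell in 13 of 21 cases with none higher, with a median of −1.11 (adjusted p = 1.93e-24, and adjusted p = 0.00886 with an estimated correlation). With each library's own profile removed as background until no Jchain was left, a limit chosen after seeing the data, 5 of 19 fell (adjusted p = 6.9e-10, and adjusted p = 0.0452 with an estimated correlation), and the calls for Prdm1, Aicda and Zbtb32 were kept. The interferon list then had an adjusted p of 6.03e-08 (adjusted p = 0.0712 with an estimated correlation). Xbp1 was not among them, at 63.7 ± 1.10 against 113 ± 3.21 CPM (log2 fold change −0.82, adjusted p = 8.81e-05), short of the fold threshold. Interferon response genes rose in 11 of 24 cases with none lower (adjusted p = 6.32e-08, and adjusted p = 0.0254 with an estimated correlation), led by Rtp4, a chaperone of receptor transport (2.13), and Stat1, at 289 ± 8.26 against 71.9 ± 15.4 CPM (adjusted p = 5.31e-06), and Irf1, an interferon-induced transcription factor outside that list, rose by 1.94. NF-kB targets rose in 5 of 18 cases (median 0.554, adjusted p = 7.02e-10, and adjusted p = 0.0254 with an estimated correlation), among them Nfkb2 and Nfkbie (1.36 and 1.45). G2/M phase genes were lower as a group, with a median of −0.528 over 52 genes and 1 called, the mitotic kinase gene Aurka (−1.08, a call lost without WT replicate 1; list adjusted p = 6.56e-14, and adjusted p = 0.0254 with an estimated correlation). MHC class II genes rose in 2 of 9 cases, H2-Oa by 1.82 and H2-Ob by 1.28 (list adjusted p = 1.35e-05, and adjusted p = 0.275 with an estimated correlation). B-cell identity genes rose in 4 of 22 cases with 1 lower, Bach2 by 1.44 (adjusted p = 0.000512, and adjusted p = 0.27 with an estimated correlation). The counts adjusted over the list alone were the same for all of these.

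Of the lists the study chose, 4 were lower in IRF4-deficient cells with few called members, namely 3 of 197 MYC targets, 1 of 191 OXPHOS genes, 4 of 21 ER chaperones with 1 higher, and 6 of 39 ER-nucleus signaling genes with 1 higher. Their adjusted p were 7.09e-13, 1.41e-07, 5.92e-06 and 0.000396 (adjusted p = 0.491, 0.483, 0.251 and 0.194 with an estimated correlation). Inflammatory response genes (study) went both ways, 28 higher and 11 lower of 110, with a higher group (adjusted p = 0.000512, and adjusted p = 0.22 with an estimated correlation). Adjusted over the list alone the counts were the same, and these lists are not independent evidence. Glycolysis genes fell in 4 of 17 cases, again including Aldoa (−1.46; list adjusted p = 0.000108, and adjusted p = 0.27 with an estimated correlation). Homing and adhesion genes went both ways, 2 higher and 4 lower of 16 (adjusted p = 0.123), with Spn, the sialomucin CD43, falling by 2.42 and Itgb7, a gut-homing integrin chain, by 1.94. Sell, which encodes L-selectin (CD62L), was measured at 120 and 121 CPM in IRF4-deficient libraries and at 127 and 239 in WT libraries (−0.57, adjusted p = 0.0775). Other large changes were a rise of Pcp4, a calmodulin-binding peptide (3.83), and falls of Slpi (−4.68), S100a6, a calcium-binding protein (−3.36), Cd36, a fatty acid receptor (−3.26), and Cd24a, a surface sialoglycoprotein (−2.66).

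The class was held by different clusters in these groups, clusters 5, 9, 11 and 14 in WT and clusters 4, 6, 10 and 17 in IRF4-deficient libraries. Cluster 16, with Srm and C1qbp among its leading genes, held 263 and 64 WT cells and 1 and 0 IRF4-deficient cells. It was unnamed for lack of markers, so it lay outside the class, and no fit of this comparison added it. Cluster 11 held cells with few UMIs and raised ER and mitochondrial transcripts, and supplied 184 of 1748 and 516 of 3141 WT cells of the class, whereas cluster 8, with 603 and 736 IRF4-deficient cells of the same kind, was unnamed and so outside it. Without cluster 11, an alternative chosen after seeing the data, 1356 genes were called and 6 of 88 named genes lost their call. These were Canx (−0.75), Pdia6 (−0.98) and Hyou1 (−0.75), which are 3 of the 4 lower ER chaperones above, and Cad, Itgb1 and Thy1. Cluster 17 was led by S1pr5, Itgax, Tyrobp and Tbx21. With each table clustered alone, a cluster of 364 IRF4-deficient cells led by Tyrobp, Itgax and S1pr5 was named myeloid-like instead. Itgax (11.9 ± 0.677 against 3.79 ± 2.91 CPM) and Tyrobp (52.1 ± 4.77 against 18.9 ± 12.1) were higher in IRF4-deficient activated-B-like cells beside the lists above, and the Tyrobp call was lost without WT replicate 1. With equal cell numbers per library the number of called genes was 653.

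**Figure D3:**
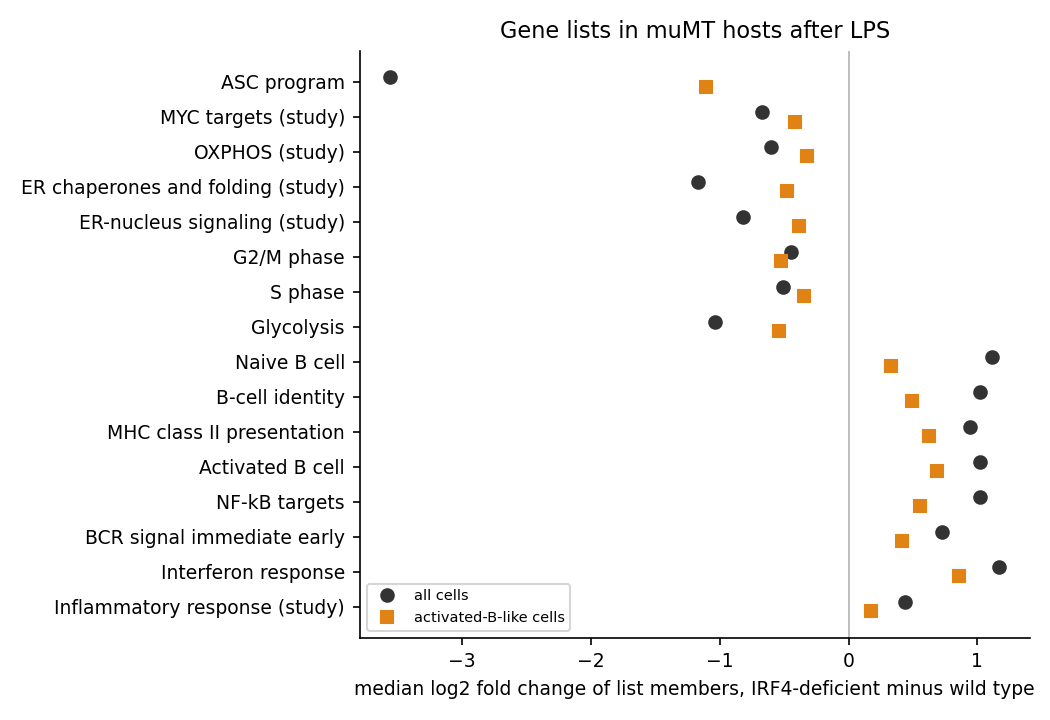
Median log2 fold change, IRF4-deficient minus WT in μMT hosts after LPS (x axis), over the measured members of 16 gene lists (y axis), for sums over all cells (circles) and over activated-B-like cells (squares). The ASC program had a median of −3.56 over all cells and −1.11 within activated-B-like cells.

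The third comparison set NP-Ficoll against LPS in WT hosts over all cells, asking how the response to a receptor-binding antigen differs from that to LPS. At the preset correlation of camera 13 of 27 lists were called, but 0 with an estimated correlation and 7 with fry. Apoe, a lipid carrier (chromosome 7, 19696109 to 19699188), stood at 109 ± 23.1 against 7.14 ± 2.33 CPM (log2 fold change 3.94 ± 0.249, adjusted p = 0.00126). Ahr, a ligand-activated transcription factor (chromosome 12, 35497974 to 35535038), was measured at 36.3 ± 7.58 against 2.54 ± 0.730 CPM (3.82, adjusted p = 0.00126). Tbx21 (chromosome 11, 97098071 to 97115331) was lower, at 5.19 ± 0.305 against 25.2 ± 1.53 CPM (−2.29, adjusted p = 0.0431). In all 381 of 12229 genes were called, 273 higher and 108 lower, 27 of them unnamed predicted genes.

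Of 11 marginal zone and B1 genes, 4 rose and none fell (7 adjusted over the list alone), with Cd5, an inhibitory receptor of B1 cells, at 5.69 ± 1.13 against 0.960 ± 0.123 CPM (2.57) and Cd9, a tetraspanin, rising by 1.17. The list had an adjusted p of 2.94e-15 (adjusted p = 0.242 with an estimated correlation). S phase genes fell in 2 of 39 cases (Uhrf1, a DNA methylation cofactor, by 1.16, and Cdc45, a helicase cofactor, by 1.01), with the same count adjusted over the list alone, a list median of −0.646 and an adjusted p of 4.76e-25 (adjusted p = 0.242 with an estimated correlation). G2/M phase genes had a median of −0.549 over 52 genes, with no single member past the fold threshold (adjusted p = 2.06e-19, and adjusted p = 0.297 with an estimated correlation). Interferon response genes rose in 3 of 25 cases and immediate early genes of receptor signalling in 2 of 15, including Egr2 (2.33; list adjusted p = 0.000413 and 0.0247, and adjusted p = 0.401 and 0.287 with an estimated correlation). ASC program genes rose in 3 of 21 cases (5 adjusted over the list alone; adjusted p = 1.41e-05, and adjusted p = 0.578 with an estimated correlation). Slamf7, a surface receptor of plasma cells, rose by 1.45, whereas Jchain at 7443 ± 3746 against 2010 ± 418 CPM (1.89, adjusted p = 0.0531) and Sdc1 at 28.2 ± 16.4 against 9.94 ± 1.15 (1.52, adjusted p = 0.0531) were not called.

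NF-kB targets fell in 2 of 18 cases, Bcl3 by 1.36 and Nfkbia, the inhibitor of NF-kB, by 1.06, a count that like those of the interferon and immediate early lists was the same adjusted over the list alone (list adjusted p = 1.35e-05, and adjusted p = 0.401 with an estimated correlation). S1pr1, a receptor for egress from lymphoid tissue, and Cd55, a complement regulator, rose by 1.48 and 1.41, beside a naive-B-like share that differed between these groups. The nuclear-retained RNA list, a sign of RNA quality, was higher with a median of 0.535 over 7 genes and no single member past the fold threshold (adjusted p = 0.00018, and adjusted p = 0.287 with an estimated correlation). Markers of other cell types were low and partly higher after NP-Ficoll, with Cd68, a macrophage marker, at 25.4 ± 6.22 against 7.17 ± 0.169 CPM. The count of called genes depended on single libraries. It was 45 and 40 without LPS replicate 1 or 2 from WT hosts, 126 and 141 without NP-Ficoll replicate 1 or 2, 228 and 227 without IRF4-deficient replicate 1 or 2, and 672 and 675 without WT μMT replicate 1 or 2, while a fit of only the 4 libraries compared called 596. Of the genes above, Tbx21, S1pr1, Cd5, Cd9, Bcl3, Cdc45, Slamf7, Nfkbia, Cd55, Egr2 and Cd68 lost their call without 1 or more of these libraries.

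Within activated-B-like cells, NP-Ficoll was accompanied by more ASC program and fewer NF-kB and activation transcripts than LPS. Jchain stood at 524 ± 85.2 against 2.75 ± 1.07 CPM (log2 fold change 7.54 ± 0.211, adjusted p = 8.29e-08). Apoe was measured at 84.8 ± 11.5 against 1.25 ± 0.637 CPM (6.11, adjusted p = 6.74e-07). Nfkbia stood at 165 against 530 CPM on average (−1.68, adjusted p = 0.000142), and Batf, an AP-1 factor needed for class switching, at 41.0 ± 9.09 against 97.5 ± 1.18 (−1.22, adjusted p = 0.00873), a call lost without either NP-Ficoll replicate 1 or replicate 2. Of 11738 genes 382 were called, 282 higher and 100 lower, 20 of them unnamed predicted genes.

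ASC program genes rose in 8 of 21 cases with none lower (9 adjusted over the list alone), with a median of 0.918 (adjusted p = 7.84e-27, and adjusted p = 0.00715 with an estimated correlation). In naive-B-like cells of the same libraries Jchain stood at 18.7 and 40.1 CPM, a level that includes background RNA, against 610 and 469 in activated-B-like cells. With background removed until no Jchain was left, a limit chosen after seeing the data, 3 of 19 program genes were higher and 1 lower (adjusted p = 0.0012, and adjusted p = 0.278 with an estimated correlation). Eaf2 rose by 4.27 and Slamf7 by 2.91, whereas Prdm1 was at 4.46 and 2.17 against 1.55 and 1.99 CPM per library (0.69, adjusted p = 0.451) and Irf4 at 22.4 ± 0.528 against 25.6 ± 1.81 (−0.19, adjusted p = 0.742). NF-kB targets fell in 7 of 18 cases with none higher, also adjusted over the list alone, with a median of −0.772 (adjusted p = 5.33e-27, and adjusted p = 0.00715 with an estimated correlation), including Tnfaip3, a feedback inhibitor (−1.46). Activated B cell genes fell in 7 of 18 cases with 1 higher (8 lower adjusted over the list alone; adjusted p = 2.88e-16, and adjusted p = 0.00715 with an estimated correlation), Bcl2a1d and Bcl2a1b, survival genes, by 1.72 and 1.51. Zbtb32, which also served to name the class, fell by 1.13, a call lost without NP-Ficoll replicate 1. Marginal zone and B1 genes rose in 5 of 11 cases, also adjusted over the list alone (adjusted p = 2.18e-13, and adjusted p = 0.224 with an estimated correlation), among them Cd9 (2.28) and Plac8, an abundant lysosomal protein gene (1.66), the latter without a call when either LPS replicate 1 or 2 or NP-Ficoll replicate 2 was left out. Homing and adhesion genes rose in 4 of 16 cases, Itgb7 by 1.62, Spn by 1.28, S1pr1 by 1.82 and Cxcr4, a chemokine receptor, by 1.28, of which the Cxcr4 call was lost without any 1 of the 4 WT-host libraries and that of Spn without NP-Ficoll replicate 2.

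The nuclear-retained RNA list was higher here too, with a median of 0.494 over 7 genes and no single member past the fold threshold (adjusted p = 0.00073, and adjusted p = 0.276 with an estimated correlation). The class lay in cluster 7 in both groups and also in cluster 14 after NP-Ficoll, which held 40 of 141 and 37 of 237 NP-Ficoll cells and 3 of 708 and 1 of 616 LPS cells. Cluster 14 was led by S1pr2, Rgs13, Hmces, Aicda, Mef2b and Mybl1, of which several are known from germinal centre B cells. Chosen after their values were seen, Rgs13 stood at 49.4 ± 24.7 against 1.72 ± 0.442 CPM (4.78) and S1pr2 at 31.4 ± 6.39 against 1.41 ± 0.530 (4.42), and Hmces, named by rule, at 138 ± 44.0 against 6.31 ± 1.18 (4.42). The number of called genes was 208 without NP-Ficoll replicate 2, 250 without NP-Ficoll replicate 1 and 239 and 236 without LPS replicate 1 or 2, and 667 with the clusters kept out by their leading genes added to the class. In that wider class 14 of the 52 called named genes lost their call, among them Batf (−0.63), Zbtb32 (−0.68), Bcl2a1d (−0.84), Bcl2a1b (−0.74), Tnfaip3 (−0.83), Spn (0.85) and Cxcr4 (0.67).

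Within ASC-like cells, the ASC program list was higher and the S phase list lower after NP-Ficoll. These were the 2 of 16 called lists that were also called with an estimated correlation. Jchain was measured at 57600 ± 4718 against 16860 ± 2699 CPM (log2 fold change 1.77 ± 0.123, adjusted p = 1.79e-08). Sdc1 (chromosome 12, 8771323 to 8793715) stood at 208 against 82.2 CPM on average (1.35, adjusted p = 1.23e-06). Il21r, the receptor of a follicular helper T-cell cytokine (chromosome 7, 125603429 to 125633570), stood at 12.1 ± 2.09 against 74.5 ± 8.31 CPM (−2.72, adjusted p = 1.79e-08), and Sell at 15.3 ± 2.55 against 43.0 ± 12.6 (−1.42, adjusted p = 0.00110). Of 9560 genes 343 were called, 185 higher and 158 lower, 10 of them unnamed predicted genes. Most ASC-like cells of both groups lay in cluster 12, and cluster 2 held 25 of 197 and 21 of 154 of them after LPS but 1 of 84 and 5 of 262 after NP-Ficoll.

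ASC program genes rose in 5 of 21 cases with none lower, also adjusted over the list alone, with a median of 0.514 (adjusted p = 1.89e-22, and adjusted p = 0.0435 with an estimated correlation), Tmed6, a secretory pathway cargo receptor outside the list, by 3.95. The regulators of this program did not pass the thresholds, with Irf4 at 242 ± 25.9 against 252 ± 37.9 CPM (−0.07, adjusted p = 0.775), Prdm1 at 91.3 ± 5.93 against 132 ± 0.214 (−0.54, adjusted p = 0.0638) and Xbp1 at 2775 ± 34.2 against 2198 ± 120 (0.34, adjusted p = 0.0471). S phase genes fell in 5 of 39 cases, also adjusted over the list alone, with a median of −0.674 (adjusted p = 7.23e-24, and adjusted p = 0.0435 with an estimated correlation), Uhrf1 by 1.23 and Mcm3, a replicative helicase subunit, by 1.10. Ezh2, a histone methyltransferase of dividing B cells, was at 47.7 ± 11.2 against 135 ± 7.65 CPM (−1.42). B-cell identity genes fell in 4 of 21 cases, also adjusted over the list alone, Cxcr5, the follicle-homing receptor, by 3.21 and Ebf1, a lineage factor, by 1.51 (list adjusted p = 1.94e-07, and adjusted p = 0.424 with an estimated correlation). Pax5, the B-cell commitment factor, fell by 1.68 with a call lost without LPS replicate 1 or NP-Ficoll replicate 2, and Irf8 fell by 1.87. Activated B cell genes fell in 6 of 17 cases with 2 higher, also adjusted over the list alone (adjusted p = 0.00151, and adjusted p = 0.506 with an estimated correlation), and Zbtb32, at 0.740 ± 1.05 against 14.3 ± 3.30 CPM, fell by 3.62. The MYC targets (study) had 2 of 197 lower, also adjusted over the list alone and not independent evidence (adjusted p = 2.5e-17, and adjusted p = 0.424 with an estimated correlation). Signs of RNA quality moved as well, with medians of 0.285 for the nuclear-retained RNA list and 0.275 for the mitochondrially encoded list and no single member past the fold threshold (adjusted p = 0.00488 and 0.000588, and adjusted p = 0.464 and 0.557 with an estimated correlation). With equal cell numbers per library 218 genes were called.

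**Figure D4:**
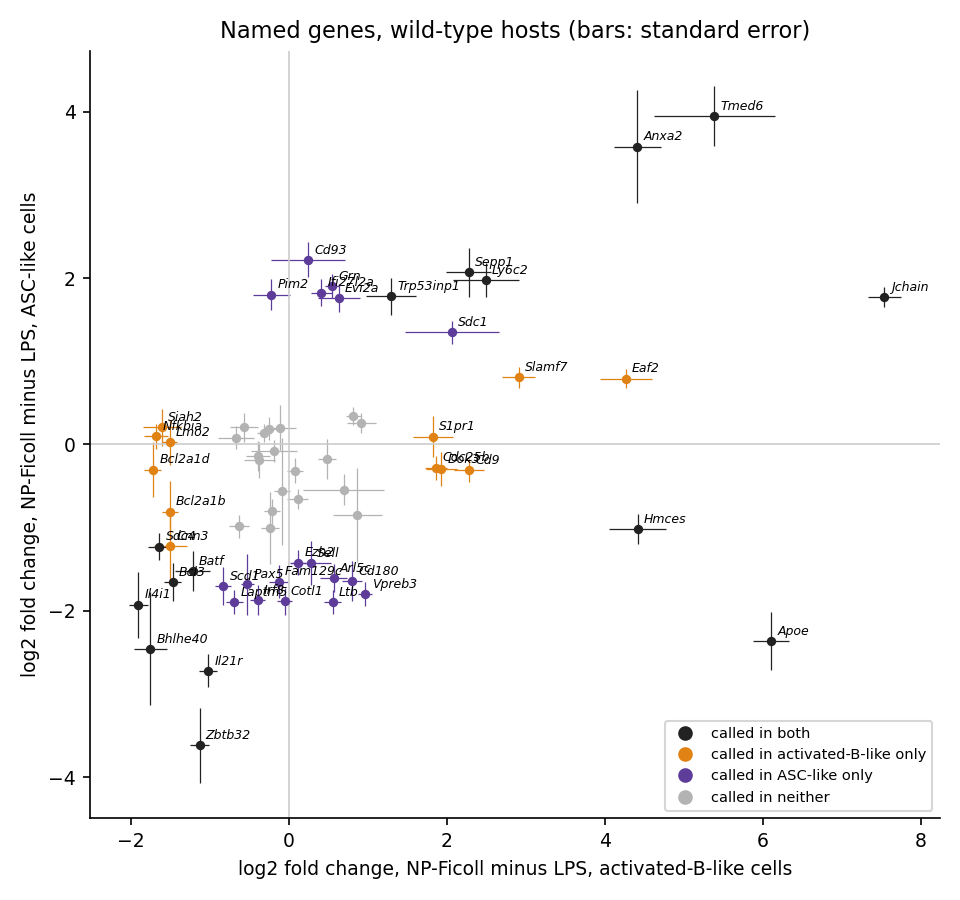
Log2 fold change, NP-Ficoll minus LPS in WT hosts, of named genes in activated-B-like cells (x axis) and ASC-like cells (y axis); points are genes, bars are standard errors and colours mark in which class a gene was called. Jchain was higher in both classes, 7.54 and 1.77, and Zbtb32 lower in both, −1.13 and −3.62.

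ASC-like cells were then set against activated-B-like cells within the 6 WT libraries, for the lists whose genes had been kept out of the clustering. ER genes were higher in ASC-like cells and Sell was lower. ER chaperones (study) rose in 17 of 20 cases with 1 lower, with Hsp90b1 at 9140 ± 1452 against 764 ± 280 CPM (SD, n = 6; log2 fold change 3.64) and a list median of 2.09 (adjusted p = 2.59e-11, and adjusted p = 0.306 with an estimated correlation). ER-nucleus signaling (study) rose in 20 of 39 cases with 1 lower (2 lower adjusted over the list alone; adjusted p = 3.42e-06, and adjusted p = 0.306 with an estimated correlation). OXPHOS genes (study) rose in 15 of 190 cases with 2 lower (adjusted p = 0.00179, and adjusted p = 0.306 with an estimated correlation). MYC targets (study) had 5 higher and 4 lower of 197 (adjusted p = 0.638), with a median of −0.0214 and a mean of 0.0229, which differ in sign, and inflammatory response genes (study) 18 higher and 24 lower of 91 (adjusted p = 0.206). Apart from the ER-nucleus list the counts adjusted over the list alone were the same, and none of these study lists is independent evidence.

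Sell (chromosome 1, 164061982 to 164084181) stood at 26.0 ± 16.9 CPM in ASC-like and 187 ± 47.9 in activated-B-like cells (SD, n = 6; log2 fold change −2.99, adjusted p = 1.43e-05), lower in all 6 libraries. Irf4, which did not serve to name a class, was measured at 244 ± 39.5 against 22.3 ± 4.42 CPM (3.45, adjusted p = 1.95e-07). Fos and Jun, immediate early genes that also respond to tissue dissociation, rose by 3.43 and 2.70. Genes that served to name the classes are not given as results of this comparison. In all 2407 of 10080 genes were called, 1236 higher and 1171 lower. Genes outside the lists kept out of the clustering could shape the classes they were then tested between. The adjusted p of such genes and the count of called genes are therefore not independent evidence of a difference between the classes.

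The study followed L-selectin as a marker of cells not bound for the ASC fate. It sorted CD138-negative cells of the same divisions by surface CD62L, and those lacking it secreted more IgM in culture. Here activated-B-like cells of all divisions were split by the presence of Sell transcript. This RNA measure differs from the sorted protein and does not test the outcome in culture. Few genes passed the fold threshold between cells with and without a Sell UMI, and 13 gene lists were called, 7 of them also with an estimated correlation. Thinning to equal depth left many Sell-expressing cells among the negative ones, since 1115 of 1748 and 2611 of 3141 WT activated-B-like cells from μMT hosts held a Sell UMI before thinning and 383 and 1156 after, so fold changes here are diluted. Of 5482 genes 6 were called, 5 higher and 1 lower in Sell-positive cells. S100a6 (chromosome 3, 90612882 to 90624181) stood at 196 ± 60.1 against 71.3 ± 38.8 CPM (SD, n = 6; log2 fold change 1.27 ± 0.106, adjusted p = 3.54e-23), higher in 6 of 6 libraries. Spn (chromosome 7, 127132232 to 127137823) stood at 62.7 ± 31.2 against 23.9 ± 9.38 CPM (1.25, adjusted p = 8.46e-12) and Itgb7 (chromosome 15, 102215995 to 102231944) at 54.8 ± 46.1 against 16.1 ± 3.83 (1.20, adjusted p = 2.26e-06). Outside the naming rule and chosen after their values were seen, Ahnak, a scaffold protein gene, and Pirb, an inhibitory receptor gene, rose by 1.12 and 1.06, and Syce2, a meiotic chromosome protein gene, fell by 1.09.

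Homing and adhesion genes rose in 2 of 14 cases, also adjusted over the list alone (adjusted p = 2.12e-11, and adjusted p = 0.0356 with an estimated correlation). MHC class II genes had a median of 0.383 and naive B cell genes one of 0.435, with no single member past the fold threshold (adjusted p = 4.4e-14 and 7.57e-06, and adjusted p = 0.0356 for both with an estimated correlation). MYC targets (study) and S phase genes were lower, with medians of −0.21 and −0.29 and no single member past the fold threshold (adjusted p = 1.93e-22 and 4.74e-10, and adjusted p = 0.0356 for both with an estimated correlation), although Srm had an adjusted p of 1.89e-07 at a log2 fold change of −0.67. Inflammatory response genes (study) had a median of 0.203 and glycolysis genes one of −0.186, again with no single member past the fold threshold (adjusted p = 9.9e-07 and 5.87e-05, and adjusted p = 0.0393 and 0.0356 with an estimated correlation), and the study lists are not independent evidence. The dissociation stress list had a median of −0.128 (adjusted p = 0.00997, and adjusted p = 0.0753 with an estimated correlation). ASC program genes had a median of −0.0226 (adjusted p = 0.56), with Irf4 at 22.9 ± 11.4 against 26.4 ± 4.51 CPM (−0.39, adjusted p = 0.255) and Jchain at 180 ± 309 against 226 ± 265 (−0.32, adjusted p = 0.0756). The number of called genes was 15 without WT μMT replicate 2, 10 without NP-Ficoll replicate 2, 0 without the library block, 238 with no thinning and 113 in IRF4-deficient libraries. With thinning to 1000 UMIs it was 0, and S100a6 lost its call (0.94).

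LPS-responding WT cells from WT hosts and from μMT hosts are described side by side only, because host, donor, remixing and experiment all differed. Of 12229 genes 3007 were called, 1363 higher and 1644 lower in WT hosts, 509 of them unnamed predicted genes. Naive B cell genes were higher in 12 of 13 cases and immediate early genes of receptor signalling in 13 of 15, with Fos at 175 ± 1.43 against 5.42 ± 2.37 CPM (log2 fold change 5.01; list adjusted p = 2.91e-09 and 8.76e-09, and adjusted p = 0.476 and 0.0846 with an estimated correlation). ASC program genes were lower in 13 of 21 cases (adjusted p = 0.0176, and adjusted p = 0.778 with an estimated correlation). The counts were the same adjusted over the list alone. Among the largest differences were genes with near-identical copies, whose counts are uncertain. Rpl9-ps6, a ribosomal protein pseudogene, stood at 2961 ± 16.3 against 42.3 ± 3.79 CPM (6.13), and Hist1h4d, a replication-dependent histone gene, at 0.573 ± 0.0616 against 93.0 ± 20.2 (−7.33). The call for Irf4, at 52.4 ± 7.40 against 107 ± 39.7 CPM (−1.03, adjusted p = 0.00835), was lost without LPS replicate 2 or WT μMT replicate 1, and that for Sell, at 284 ± 1.16 against 106 ± 73.8 (1.42, adjusted p = 0.0176), without LPS replicate 1 or 2 or WT μMT replicate 1.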

Values the study reported

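The study sequenced 8368 WT B cells responding to LPS in μMT hosts, and its figure legends give 6903 IRF4-deficient cells. By the study's estimate, about 17,400 cells per sample were loaded. Cells from WT hosts were remixed to 95% divided and 5% undivided cells.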

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

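The level of background RNA and the tests of the low-UMI clusters, of undeleted Irf4, and of the whole pattern and S phase between the experiments were chosen after the result was seen, and the other tests below were set out before it. The effect of NP-Ficoll against LPS differed between ASC-like and activated-B-like cells for 389 of 9879 genes in a test of the interaction, 99 with a higher and 290 with a lower difference in ASC-like cells. Apoe, the lipid carrier, had the largest named interaction (log2 −8.38), followed by Jchain (−5.78), which joins IgM and IgA, and Hmces (−5.34), a sensor of abasic DNA sites. Jchain stood at 18.7 and 40.1 CPM in naive-B-like cells of the NP-Ficoll libraries, a level that includes background RNA, and at 610 and 469 in their activated-B-like cells. Background was not removed for the interaction, so that of Jchain is not separated from it. Cluster 14, with Hmces among its leading genes, held 40 of 141 and 37 of 237 activated-B-like cells after NP-Ficoll. After LPS it held 3 of 708 and 1 of 616. The interaction may partly reflect this difference, and no fit without cluster 14 was run. Other named genes with a lower effect in ASC-like cells were Eaf2 (−3.43), Vpreb3 (−2.78), Cd9 (−2.65), Zbtb32 (−2.57), Ltb (−2.51), Cd180 (−2.44), Dok3 (−2.19), Arl5c (−2.11), Slamf7 (−2.11), Cdc25b (−2.10), Cotl1 (−1.86), Sell (−1.82), S1pr1 (−1.79), Il21r (−1.63), Ezh2 (−1.53), Fam129c (−1.51), Irf8 (−1.51), Pax5 (−1.17) and Laptm5 (−1.17). Genes with a higher effect in ASC-like cells were Cd93 (2.05), Pim2 (1.98), Siah2 (1.78), Nfkbia (1.77), Lmo2 (1.49), Ifi27l2a (1.43), Bcl2a1d (1.41), Grn (1.37) and Evi2a (1.09). The difference between Sell-positive and Sell-negative cells itself differed between IRF4-deficient and WT libraries for 1 of 9350 genes, with 595 at an unadjusted p under 0.05, and that gene was S100a6 (1.76).

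Single libraries stood apart in 7 of 72 gene and comparison pairs, where chance alone flags about 1 in 20 (differences on the log2 scale of CPM plus 5). Between Sell-positive and Sell-negative cells, NP-Ficoll replicate 1 stood apart for Batf (−0.939), Irf4 (0.567) and Tbx21 (−1.93), and NP-Ficoll replicate 2 for Jchain (−3.39) and Ldha (−1.02), where the Sell-positive sums held 34 and 78 cells. Between ASC-like and activated-B-like cells, NP-Ficoll replicate 1 stood apart for Bach2 (−3.12) and WT μMT replicate 1 for Irf4 (2.61). Signal outside the tests was found for 35 listed genes with more than 3 UMIs in a library, because at least 1 of the tables did not list them. Tnfrsf17, the plasma cell survival receptor BCMA, was among them, at 7.53 and 5.23 CPM in WT cells from μMT hosts, 5.88 and 3.37 after LPS in WT hosts and 23.5 and 41.1 after NP-Ficoll.

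Clusters 8, 11 and 13 held cells with few UMIs and raised ER and long transcripts. Mitochondrially encoded genes were raised in all 6 library comparisons, by a median of at least 1.40 on the log2 scale, and the shift of each gene correlated with its exonic length at a rank correlation of at least 0.608. Loss of cytosolic RNA from damaged cells could account for this. Gene length could account for the shift of long transcripts only, since mitochondrially encoded genes such as mt-Co2 (chromosome M, 7013 to 7696) are short. An ER-rich branch of the ASC pathway cannot account for the whole pattern. ER chaperones were raised by at least 1.25 also in IRF4-deficient libraries, which had almost no ASC-like cells. The median shift of the ER chaperones was 1.16 and 1.53 in cluster 13, the ASC-like one. It was 1.43 and 1.64 in cluster 11 and 1.34 and 1.25 in cluster 8, so cluster 13 showed no clear excess. Whether such a branch adds to the pattern in cluster 13 was not tested further. The study described an ASC group with higher ER chaperone genes in μMT hosts, and its match to cluster 13 is not known here.

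In the IRF4-deficient libraries 9 cells were ASC-like. Of these, 0 carried the barcode of an ASC-like WT cell from μMT hosts and 0 were called doublets. The doublet count cannot decide the question. Artificial pairs were drawn within each library, and with so few ASC-like cells there they could hardly resemble such cells. An Irf4 UMI was found in 88.9% of them (8 of 9, 95% interval 51.8 to 99.7), against 573 of 4403 activated-B-like cells in the same UMI range. Depth differed, at medians of 31509 and 16588 UMIs, and after thinning to 2000 UMIs 0 of the 9 kept an Irf4 UMI. The thinned counts were 940 of 3093 WT ASC-like and 89 of 5546 IRF4-deficient activated-B-like cells, a test that 9 cells are too few to decide. Scaled for depth, Irf4 stood at 102 CPM in the 9 cells, against 8.87 in IRF4-deficient activated-B-like and 198 in WT ASC-like cells. Depth alone would not give this difference. Cells in which Irf4 was not deleted could account for the 9 cells and stay open, as do transcripts of the deleted allele, which were not tested.

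Differences between the experiments after LPS reached log2 values beyond 3 for 361 genes. Genes sharing exon bases with another gene were enriched among them (odds ratio 1.80, 95% interval 1.31 to 2.43), so a different assignment of reads remains open as a part of the pattern. Sharing of annotated exon bases on the same strand was excluded as the whole of it, since 15.0% of these genes shared such bases. Reads assigned differently among near-identical copies elsewhere in the genome were outside this test and stay open. Fewer cells in S phase stayed open as a part of the histone pattern only. Histone genes had a median of −3.22 (quartiles −5.52 and 0.0426), and the S phase list one of −0.767 (quartiles −0.984 and −0.513), which lies inside that spread. Fewer such cells cannot account for the whole. Of 59 histone genes 40 were called lower and 9 higher, whereas the S phase list had 9 lower and 0 higher. Host, donor and experiment changed together and were not tested apart.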

How the results depend on the processing

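No named gene that passed the thresholds changed direction under an alternative, and values of named genes that did not pass moved by more than their error or passed in others, 395 and 153 times. Of values for named genes that passed the thresholds, 9114 kept their side and 491 did not. The first count includes alternatives that could not lose a call, namely no fold threshold and the barcode and immunoglobulin filters that removed nothing. It therefore overstates how well the calls held. Without a fold threshold the counts of called genes were 7308 (IRF4 deficiency, all cells), 5530 (activated-B-like), 1212 (NP-Ficoll against LPS, all cells), 1005 (activated-B-like), 1103 (ASC-like), 7395 (hosts) and 661 (Sell). With equal cell numbers 653 genes were called for IRF4 deficiency in activated-B-like cells and 218 for NP-Ficoll in ASC-like cells. A fit of only the 4 WT-host libraries called 596 genes for NP-Ficoll over all cells, and a wider activated class, chosen after seeing the data, called 667. With background removed until no Jchain was left, also chosen after seeing the data, 1301 genes were called for IRF4 deficiency and 381 for NP-Ficoll in activated-B-like cells. Leaving out 1 library at a time gave 2041 to 3951 and 1059 to 1743 genes for IRF4 deficiency (all and activated-B-like cells), 40 to 675, 208 to 514 and 275 to 349 for NP-Ficoll (all, activated-B-like and ASC-like cells), 2586 to 3947 for hosts, 2239 to 2567 for ASC-like against activated-B-like cells and 4 to 15 for Sell, the lone library being assumed to vary like the other groups. The Sell count was 11 with DESeq2, 32 without a filter, 0 with thinning to 1000 UMIs, 238 without thinning, 0 with no replicate block, 27 without μMT libraries and 113 in IRF4-deficient libraries. With an estimated correlation 0 lists were called for IRF4 deficiency over all cells, NP-Ficoll over all cells, hosts and ASC-like against activated-B-like cells, 4 for IRF4 deficiency and 3 for NP-Ficoll in activated-B-like cells, 2 for NP-Ficoll in ASC-like cells and 7 for Sell. With fry the NP-Ficoll counts were 7 over all cells and 3 in ASC-like cells. The ASC-like share after LPS in WT hosts was 6.017% at double resolution, and in IRF4-deficient libraries 0% with each table clustered alone. The thinned Irf4 ratio over all cells was 12.1%. The replicate numbers are not stated to pair the samples, and deviations of same-numbered samples correlated at −0.0548 to 0.0293. With the replicate number as a block the counts were 2737 and 1357 for IRF4 deficiency (all and activated-B-like cells), 310, 404 and 349 for NP-Ficoll (all, activated-B-like and ASC-like cells) and 2985 for hosts. Of the 32 splits of the 6 libraries, the real one included, 1 reached the 6 Sell genes and 1 the 13 Sell lists, whereas 20 of 32 reached the 9 lists called between ASC-like and activated-B-like cells, so chance was not excluded for that count of lists. Filters on barcodes, UMIs and immunoglobulin genes removed nothing. The cause of these changes was not tested.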

Other observations

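The genes in this part were chosen after their values were seen. Cluster 14 held 257 and 172 WT cells from μMT hosts and 1 and 3 IRF4-deficient cells. In IRF4-deficient activated-B-like cells Rgs13, a regulator of chemokine receptor signals, had a log2 fold change of −4.93 against WT, and S1pr2, a receptor confining cells to germinal centres, at 1.15 against 8.37 (−2.85). Mybl1 and Mef2b, transcription factors of that stage, fell by 2.33 and 2.07. S1pr5, a sphingosine phosphate receptor of NK and age-associated B cells, rose by 3.18 (adjusted p = 0.00305). After NP-Ficoll, Bcl6, the germinal centre repressor, stood at 11.4 against 3.16 CPM in activated-B-like cells (1.72, adjusted p = 0.0273) and Mybl1 at 15.3 against 1.98 (2.90).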
